A study of Saccharomyces cerevisiae with 66 samples.

How the data were processed

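The data are poly(A)-selected, strand-specific, paired-end RNA-seq libraries of diploid budding yeast (Saccharomyces cerevisiae) in sporulation medium, a starvation medium that starts meiosis. The 66 libraries come from 11 strains. One is a control strain that carries the plant ubiquitin ligase receptor TIR but no tagged target, called WT in the titles. In the others the titles name 1 targeted RNA factor each: CAF40, POP2, NOT5, DCP2, LSM1, PAB1, PAT1, RAT1, RRP6 or XRN1. Indole-3-acetic acid (IAA, auxin) makes the ligase mark a degron-tagged protein for destruction. Per the labels, IAA at 500 µM and copper sulphate at 50 µM were added 3 h after transfer, and the titles give 4 h. The same protocol text stands beside every sample, so the labels do not say whether the DMSO cultures also received copper. Each strain has 3 IAA and 3 DMSO libraries, numbered 1 to 3. The titles name 10 targets, while 9 tagged genes appear in the genotype labels, which give none for CAF40; its group was taken from the title.

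The authors deposited a single table with 6171 genes and whole-number read counts per library, neither scaled nor log-transformed in the gene lines. The same columns also hold the principal component scores of the authors above the genes, so the unit of the deposited columns taken whole is other than counts, and those scores were not used. The authors do not state the aligner, the counting tool, the genome build or the annotation. No coordinates are printed for that reason. Another 6 columns of the table match no sample of the series and were not used. Gene names, neighbours, GC content and length came from the R64 RefSeq assembly, in which 5626 of the 6171 identifiers (91.2%) had an entry. Genes were classed as coding (5618), pseudogenes (8), identifiers without a RefSeq entry (502) and features named Unit in the table (43).

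Total counts ran from 12.6 to 28.3 M per library, with a median of 20.7 M. The smallest abundance that 3 counts can show was 0.103 to 0.231 CPM (counts scaled to a library total of 1 M). Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. All replicate pairs of a group differed by more than counting noise, with a chi-square per degree of freedom of 21.2 to 1137, so no library was a copy of a replicate in its group.

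Counts were analysed in R 4.3.3 with limma 3.58.1. Genes were kept if they reached the CPM equal to 10 counts at the median library size (0.484 CPM) in at least 3 libraries and had at least 15 counts in total. This left 5828 genes and removed 343. Libraries were scaled by trimmed means of log ratios (TMM), computed within R with a trim of 0.3 on log ratios and 0.05 on mean abundance. Values in CPM are TMM-scaled where a gene is reported, and carry the standard deviation (SD) over 3 libraries. Log2 CPM with a pseudocount of 0.5 counts were given voom weights and fitted by limma with one mean per group over all 66 libraries. Variances were moderated by empirical Bayes and p-values adjusted by the Benjamini-Hochberg method over all genes tested, separately for each comparison. A gene was called changed at an adjusted p under 0.05. The plan made before the data were examined named a negative binomial quasi-likelihood test. limma replaced it because a check of units read the deposited columns whole, with the score lines. The gene lines analysed were counts, so the values themselves did not rule out the planned test. Python 3.11.15 drew the figures.

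There were 31 comparisons of 3 kinds. IAA against DMSO was tested within each of the 11 strains. The change of each targeted strain beyond that of WT was tested as an interaction term in 10 comparisons. The DMSO libraries of each targeted strain were compared with those of WT in the last 10. Because replicates share numbers within a strain, a second fit added a block for strain and replicate number, or for replicate number over the DMSO libraries in the last kind. The pairing was checked with the residuals of gene abundance between IAA and DMSO libraries of the same number.

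Genes named in the text were chosen by a rule written before the data were examined. For WT they are the 2 genes with the largest rise and the 2 with the largest fall. For every other strain they are the same among genes called both in IAA against DMSO and beyond WT with the same sign, ranked by the change between IAA and DMSO. A mean of at least 10 CPM over the strain's libraries was needed, and all 3 IAA libraries had to lie on one side of all 3 DMSO libraries. The 10 targeted genes were always included, as was a list of 10 genes fixed at the same time: IME1, IME2, RME1, NDT80, IME4, MUM2, SLZ1, PHO92, CUP1-1 and CUP1-2, of which 9 had counts and CUP1-2 had no line of its own. The text says where another gene was picked after its values were seen.

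The alternatives were median-of-ratios scaling, scaling by total counts alone, no low-count filter, a filter on a mean of at least 10 counts (5634 genes), the replicate block, a fit to only the groups compared, and leaving out each library in turn. A fit without voom weights was added after the data had been seen. For correlations of profiles, Spearman's rho and subtraction of the WT profile were also tried, and each replicate number was left out whole instead of single libraries. Every comparison was repeated after swapping the IAA and DMSO labels (or the strain labels) within one replicate number, which gives 4 splits per comparison with the real one.

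The test was checked on simulated counts with 200 of 5828 genes changed 2-fold. The fit without a block recovered 74.5% of them between IAA and DMSO with 1.97% false calls, and 53.5% of them beyond WT with 4.46% false calls. In paired simulated data the block recovered 70.5% beyond WT and the fit without it 57.5%. The paired data had an added pair effect and a lower dispersion than the unpaired data. Genes were drawn independently, and each gene had the same dispersion in every group. The simulation therefore cannot show how unequal spread between groups, or correlated genes, affects the calls. The results below are from the fit without a block unless the block is named.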

Results

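Messenger RNA was counted in 66 libraries of meiotic yeast that fall into 22 groups of 3, 1 per strain and treatment. Mean depth per group ran from 13.9 ± 1.11 M counts (SD, n = 3) in RRP6 with DMSO to 23.9 ± 1.72 M in PAB1 with IAA. The most abundant gene took 1.14 to 4.17% of a library and the 10 most abundant took 8.03 to 17.8%. TMM factors lay between 0.63 and 1.17 and were lowest in PAB1, with means of 0.674 in IAA and 0.780 in DMSO. Between replicates of a group, log counts correlated across genes with a Pearson r of 0.928 to 0.989, where genes are not independent replicates. Residuals of IAA and DMSO libraries of the same number correlated with a mean r of 0.198 to 0.562 per strain. For DMSO libraries of a targeted strain and WT with the same number the range was -0.179 to 0.238. The labels give no batch or date beyond the replicate number.

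The transcript of each targeted gene was examined in its own strain, to see whether the additions, or the tag alone, changed the messenger of a protein meant to be degraded. Protein was not measured. Between IAA and DMSO, 3 of the 10 transcripts passed the limma threshold. POP2 (YNR052C) fell from 94.4 ± 5.13 to 60.1 ± 9.40 CPM (log2 fold change -0.66, SE 0.14, adjusted p 2.54e-04). LSM1 (YJL124C) fell from 37.4 ± 1.89 to 24.5 ± 1.28 CPM (log2 fold change -0.61, SE 0.12, adjusted p 1.64e-04). PAB1 (YER165W) rose from 345 ± 117 to 530 ± 221 CPM (log2 fold change 0.56, SE 0.19, adjusted p 0.0240). Leaving out 1 library at a time, the PAB1 change ran from 0.27 to 0.88 and lost its call in 3 of 6 fits. In the block fit the adjusted p was 1.70e-04 for POP2, 3.77e-06 for LSM1 and 1.89e-05 for PAB1. The change in the other strains was between -0.22 in CAF40 (YNL288W) and 0.30 in RAT1 (YOR048C), with -0.18 in NOT5 (YPR072W), -0.07 in RRP6 (YOR001W), -0.03 in XRN1 (YGL173C), 0.04 in PAT1 (YCR077C) and 0.17 in DCP2 (YNL118C). None of the 10 differed from the change of the same gene in WT, with the lowest adjusted p of 0.131 for POP2 by limma; in the block fit PAB1 reached 0.0489. In the fit to only the groups compared, 1 of the 3 transcripts kept an adjusted p under 0.05, the largest move of this count. With total-count scaling the PAB1 change was 0.36 with an adjusted p of 0.171, and the directions of PAT1 (-0.0123) and XRN1 (0.0281) changed.

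Set against WT in DMSO, the targeted transcript was lower in 9 of the strains before any auxin, and 4 of these differences passed the limma threshold. PAB1 stood at 345 ± 117 CPM against 807 ± 109 in WT (log2 difference -1.25, SE 0.20, adjusted p 1.76e-06). NOT5 stood at 92.8 ± 13.9 against 150 ± 5.43 CPM (log2 difference -0.70, SE 0.093, adjusted p 3.45e-06). LSM1 stood at 37.4 ± 1.89 against 59.1 ± 3.39 CPM (log2 difference -0.66, SE 0.11, adjusted p 1.24e-05). DCP2 stood at 124 ± 14.9 against 178 ± 6.09 CPM (log2 difference -0.53, SE 0.087, adjusted p 3.53e-04). The differences for RRP6 (-0.66), RAT1 (-0.64), PAT1 (-0.54), XRN1 (-0.47) and CAF40 (-0.14) did not pass, nor did that of POP2 (0.03). Fitted with only the groups compared, 2 of the 4 remained past the threshold and those of NOT5 and DCP2 did not. With total-count scaling PAT1 (adjusted p 0.0222) and RAT1 (adjusted p 0.0463) passed as well.

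The first comparison asked what the additions changed in the control strain, which has no tagged factor to lose. In WT, 199 genes were called, 98 higher and 101 lower, of which 51 rose and 22 fell at least 2-fold. The replicate block called 798 genes in WT, 340 higher and 458 lower, and all 199 were among them; the residuals of same-numbered WT libraries correlated with r 0.226. Among the alternatives the block moved the WT count most. The balance of directions in WT also depended on scaling, with 109 higher and 74 lower by median-of-ratios and 97 and 118 by total counts. CUP1-1 (YHR053C), a copper metallothionein, rose from 7.69 ± 1.80 to 1749 ± 81.6 CPM (log2 fold change 7.85, SE 0.78, adjusted p 1.37e-09 by limma). Its locus overlaps 2 other RefSeq entries, and the near-identical copy CUP1-2 has no counts of its own, so reads of the copies cannot be told apart. SSA2 (YLL024C) rose from 17.1 ± 7.23 to 333 ± 143 CPM (log2 fold change 4.30, SE 0.63, adjusted p 6.89e-06). Its near-identical copy SSA1 rose by 1.54, and the assignment of reads between the pair is not known. CTR3 (YLR411W) fell from 1897 ± 155 to 25.0 ± 10.5 CPM (log2 fold change -6.31, SE 0.67, adjusted p 6.51e-09). CTR1 (YPR124W) fell from 633 ± 28.9 to 41.5 ± 7.74 CPM (log2 fold change -3.95, SE 0.47, adjusted p 8.84e-08).

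**Figure D1:**
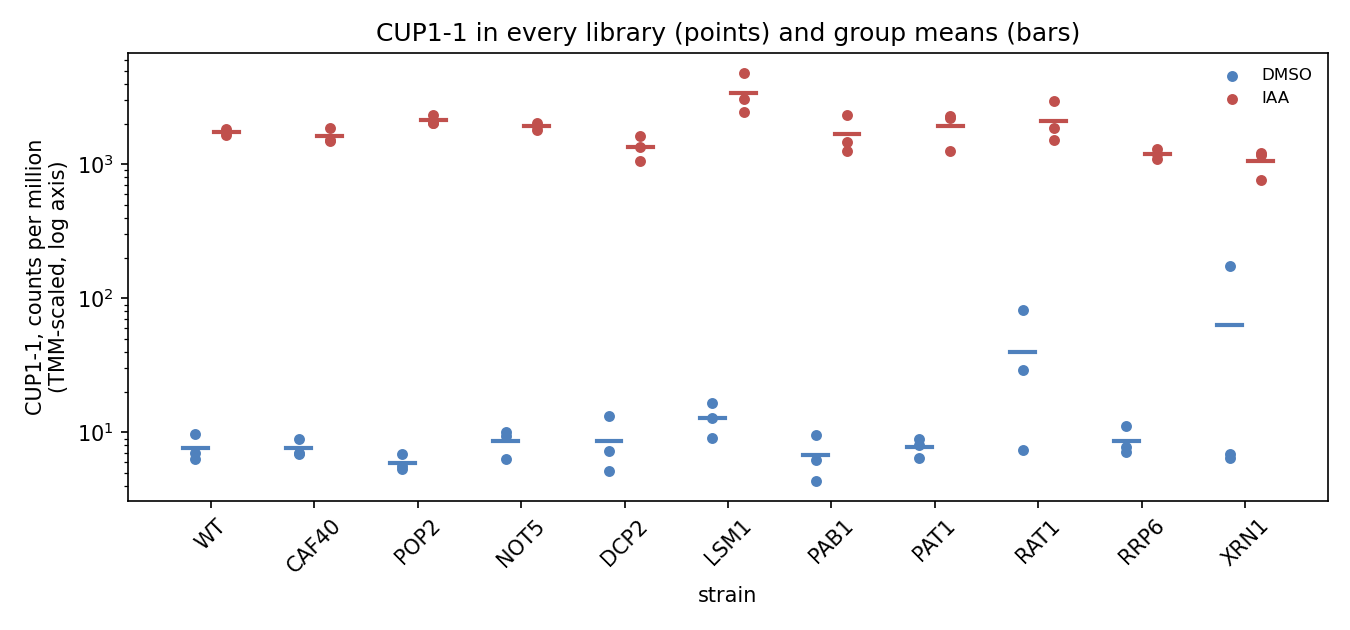
CUP1-1 abundance in every library, in CPM on a log axis, by strain and treatment; points are the 3 libraries of a group and bars are group means. IAA libraries of WT average 1749 CPM and its DMSO libraries 7.69 CPM, while replicate 3 of XRN1 in DMSO stands at 176 CPM.

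Over all 11 strains, 23 genes were called higher in every strain and 5 were called lower in every strain. Picked after their values were seen, the 5 were YJL218W, FRE1, CTR3, AAC1 and CTR1, and the 23 included CUP1-1, CRS5, SOD1, HSP104, HSP82, HSC82, SIS1 and STI1. CUP1-1 rose least in XRN1 (log2 fold change 5.59) and most in POP2 (8.50). Leaving out 1 library at a time, the XRN1 change ran from 4.75 to 7.28, against 6.29 in RAT1 with all libraries. The lowest rank of XRN1 thus depends on single libraries. In XRN1 the CUP1-1 change lost its call when only the groups compared were fitted (adjusted p 0.119). DMSO libraries with raised CUP1-1 were replicate 3 of XRN1 at 176 CPM and replicates 1 and 2 of RAT1 at 29.1 and 82.6 CPM. The other 3 DMSO libraries of these strains stood at 6.44, 6.91 and 7.34 CPM.

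IAA against DMSO was then tested in each targeted strain, where the change combines the loss of the factor with the response to the additions. POP2 had the most called genes with 2111 (974 higher, 1137 lower), followed by PAB1 with 1291 (475 and 816), RAT1 with 1165 (410 and 755) and LSM1 with 1079 (474 and 605). NOT5 had 596 (358 and 238), XRN1 516 (312 and 204), CAF40 455 (276 and 179), RRP6 269 (151 and 118), DCP2 105 (64 and 41) and PAT1 78 (62 and 16). With the replicate block the counts were 2899 in POP2 (1292 higher, 1607 lower), 2277 in PAB1 (895 and 1382), 1943 in RAT1 (770 and 1173), 2186 in LSM1 (1014 and 1172) and 1340 in NOT5 (698 and 642). XRN1 had 1454 (750 and 704) and PAT1 437 (234 and 203). In CAF40 (1364, 614 and 750), RRP6 (835, 370 and 465) and DCP2 (575, 281 and 294) lower genes outnumbered higher ones with the block, unlike without it. In POP2 higher genes led with median-of-ratios scaling (1099 and 945), no low-count filter (1037 and 993) and the mean-count filter (1129 and 937). Lower genes led there with total-count scaling (907 and 1207) and without voom weights (954 and 1150). The mean residual r of same-numbered libraries in these strains was between 0.198 in POP2 and 0.562 in PAB1. The counts also depend on fitting all libraries together. With only the 6 libraries of a strain, POP2 had 2271 called genes, RAT1 812, RRP6 223, PAB1 178, NOT5 141, DCP2 47, PAT1 43, LSM1 27, CAF40 24 and XRN1 0, where 1195 genes of XRN1 had an unadjusted p under 0.05. Scaling by total counts gave PAB1 2010 genes, 248 higher and 1762 lower, and moved the median change of all genes in PAB1 by -0.21. It gave LSM1 349 higher and 865 lower, RAT1 239 and 947, XRN1 456 and 149, CAF40 382 and 121, and PAT1 49 and 34.

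**Figure D2:**
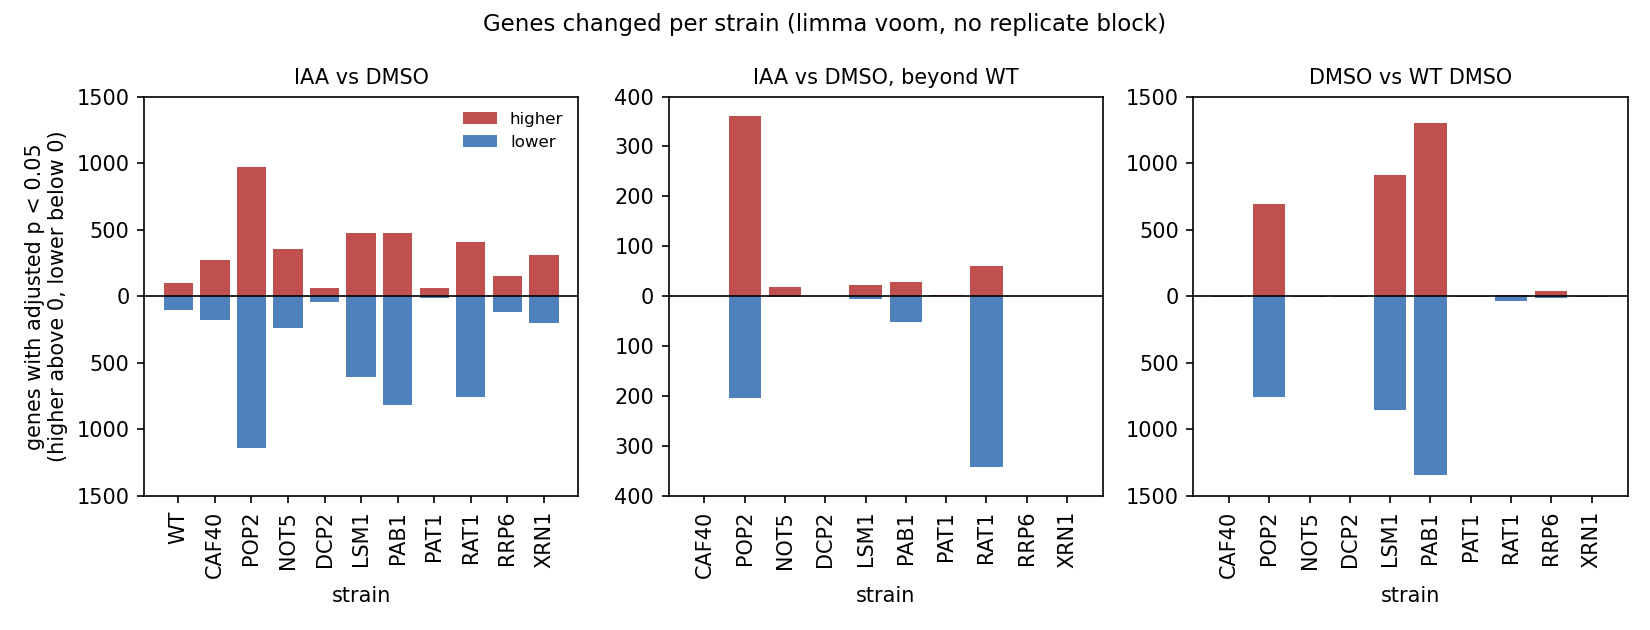
Number of genes called higher (up) and lower (down) at an adjusted p under 0.05 in each strain, in 3 panels with different scales: IAA against DMSO, the change beyond WT, and DMSO against WT DMSO. POP2 has 2111 called genes in the first panel and 565 in the second, and PAB1 has 2639 in the third.

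The change beyond WT was meant to set the loss of a factor apart from the response to the additions. It tests in each strain whether the change differed from that of the control. A response to the additions altered by the tag or the strain would also enter it. POP2 had 565 called genes beyond WT, 361 higher and 204 lower, and 1368 with the replicate block, 680 higher and 688 lower. RAT1 had 401, 60 higher and 341 lower, and 794 with the block, 189 higher and 605 lower. PAB1 had 80 (28 higher and 52 lower), and 527 with the block (171 and 356). LSM1 had 28 (22 and 6), and 217 with the block (119 and 98). In LSM1 total-count scaling gave 10 higher and 8 lower, and median-of-ratios scaling 14 and 6. NOT5 had 19 (18 and 1), and 257 with the block (176 and 81). PAT1 had 3 genes, all higher, and 10 with the block. RRP6 had 1, higher, and 9 with the block. CAF40, DCP2 and XRN1 had 0 each, with 154, 186 and 328 genes at an unadjusted p under 0.05 and 4, 14 and 33 genes called with the block. The mean residual r of same-numbered libraries was 0.226 in WT and 0.198 to 0.562 in the targeted strains. The block moved the counts upwards, and the fit to only the groups compared moved those of the smaller sets to 0 or 1. There POP2 had 738 called genes and RAT1 367, PAT1 had 1, and CAF40, NOT5, DCP2, LSM1, PAB1, RRP6 and XRN1 had 0, with 173, 581, 295, 338, 521, 299 and 345 genes at an unadjusted p under 0.05. The sets of NOT5, LSM1 and PAB1 thus passed in the fits over all libraries and not in this one. The smaller fit had no replicate block, and the block was not combined with it. Between the sets of POP2 and RAT1, 21 genes were shared with the same sign and 14 with opposite signs.

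In POP2, DCG1 (YIR030C) rose from 2.52 ± 1.82 to 61.4 ± 26.1 CPM (log2 fold change 4.80, SE 0.52) and by 3.32 beyond WT (SE 1.03, adjusted p 0.0307 by limma; block 0.0345). YRO2 (YBR054W) rose from 55.3 ± 27.9 to 1291 ± 503.5 CPM (log2 fold change 4.62, SE 0.47) and by 3.07 beyond WT (SE 0.61, adjusted p 7.22e-04; block 5.69e-10). AAC1 (YMR056C) fell from 584 ± 116 to 84.3 ± 12.1 CPM, a change of -2.78 and of -1.10 beyond WT (SE 0.28, adjusted p 0.00785; block 0.00549). YBR184W fell from 82.2 ± 17.3 to 19.2 ± 9.79 CPM, a change of -2.17 and of -1.22 beyond WT (SE 0.36, adjusted p 0.0205; block 0.00814). It was already lower in POP2 with DMSO than in WT with DMSO, which had 306 ± 12.8 CPM.

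In RAT1, the nuclear exonuclease, POF1 (YCL047C) rose from 4.18 ± 0.976 to 35.4 ± 6.64 CPM, a log2 fold change of 3.11 and of 2.54 beyond WT (SE 0.41, adjusted p 1.14e-05 by limma; block 2.89e-06). FAR1 (YJL157C) rose from 6.10 ± 1.27 to 51.7 ± 10.5 CPM, a change of 3.08 and of 2.51 beyond WT (SE 0.43, adjusted p 3.87e-05; block 1.67e-07). IMP1 (YMR150C) fell from 27.0 ± 2.70 to 4.04 ± 0.769 CPM, a change of -2.77 and of -3.08 beyond WT (SE 0.28, adjusted p 1.04e-11; block 5.90e-12). PTH2 (YBL057C) fell from 31.8 ± 5.67 to 4.93 ± 1.29 CPM, a change of -2.70 and of -2.72 beyond WT (SE 0.24, adjusted p 8.93e-12; block 1.67e-11).

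In PAB1, the poly(A)-binding protein, SSA4 (YER103W) rose from 183 ± 52.8 to 2144 ± 332 CPM, a log2 fold change of 3.59 and of 2.38 beyond WT (SE 0.46, adjusted p 0.00459 by limma; block 0.00163). HSP26 (YBR072W) rose from 121 ± 27.7 to 905 ± 304 CPM, a change of 2.87 and of 1.95 beyond WT (SE 0.50, adjusted p 0.0278; block 0.00978). ODC1 (YPL134C) fell from 302 ± 21.3 to 114 ± 7.66 CPM, a change of -1.40 and of -0.84 beyond WT (SE 0.18, adjusted p 0.00867; block 3.77e-04). SPG5 (YMR191W) fell from 2075 ± 315 to 794 ± 165 CPM, a change of -1.39 and of -0.96 beyond WT (SE 0.24, adjusted p 0.0217; block 0.00607). Libraries were made by poly(A) selection, and how recovery depends on the poly(A)-binding protein was not measured.

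In LSM1, DAL1 (YIR027C) rose from 2.76 ± 1.59 to 54.5 ± 26.6 CPM, a log2 fold change of 4.32 and of 3.46 beyond WT (SE 0.79, adjusted p 0.0296 by limma; block 0.0174). FRM2 (YCL026C-A) rose from 16.1 ± 4.62 to 165 ± 78.9 CPM, a change of 3.25 and of 2.42 beyond WT (SE 0.60, adjusted p 0.0468; block 0.00101). PHO5 (YBR093C) fell from 350 ± 76.1 to 78.6 ± 31.1 CPM, a change of -2.21 and of -2.03 beyond WT (SE 0.25, adjusted p 1.41e-06; block 1.04e-09), starting from a DMSO value 2.89 above the 46.7 ± 5.48 CPM of WT on the log2 scale. PLB2 (YMR006C) fell from 642 ± 254 to 223 ± 41.8 CPM, a change of -1.45 and of -1.74 beyond WT (SE 0.38, adjusted p 0.0238; block 4.95e-04). With only the LSM1 libraries the IAA against DMSO changes of PHO5 and PLB2 had adjusted p-values of 0.0618 and 0.145. In NOT5, VPS71 (YML041C) rose from 38.1 ± 2.76 to 78.1 ± 10.7 CPM, a change of 1.03 and of 1.08 beyond WT (SE 0.19, adjusted p 0.00221; block 3.03e-04). YNL050C rose from 62.3 ± 6.59 to 126 ± 9.79 CPM, a change of 1.02 and of 0.82 beyond WT (SE 0.18, adjusted p 0.0185; block 3.03e-04). The only gene lower beyond WT in NOT5 without the block, picked after its values were seen, was FAS1 (-1.41, SE 0.31, adjusted p 0.0184).

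In PAT1, CRP1 (YHR146W) rose from 810 ± 47.3 to 1725 ± 127 CPM, a log2 fold change of 1.09 and of 1.30 beyond WT (SE 0.23, adjusted p 0.00779 by limma; block 1.31e-04). COQ21 (YBR230W-A) rose from 26.2 ± 2.99 to 45.3 ± 9.55 CPM, a change of 0.78 and of 1.35 beyond WT (SE 0.26, adjusted p 0.0117; block 0.00431). With only the PAT1 libraries the adjusted p of its change between IAA and DMSO was 0.130. The remaining gene, outside the naming rule and picked after its values were seen, was LSM3 (1.17 beyond WT, SE 0.23, adjusted p 0.0117). In RRP6, a nuclear exosome subunit, PTH4 (YOL114C) rose from 10.4 ± 2.29 to 31.7 ± 4.01 CPM, a change of 1.63 and of 1.70 beyond WT (SE 0.29, adjusted p 0.00318; block 0.00782). PTH4 was also higher in RRP6 than in WT with DMSO, by 1.44 (SE 0.22, adjusted p 1.44e-05). No gene met the rule in CAF40, DCP2 or XRN1.

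DMSO libraries of each targeted strain were compared with those of WT to see whether the strains differed before auxin. PAB1 differed from WT in 2639 genes (1300 higher, 1339 lower), LSM1 in 1759 (907 and 852) and POP2 in 1446 (692 and 754). RRP6 differed in 48 (37 and 11), RAT1 in 44 (10 and 34), NOT5 in 10 (1 and 9), DCP2 in 6, all lower, and CAF40, PAT1 and XRN1 in 3 each. With replicate number as a block the counts were 2934 in PAB1, 2062 in LSM1, 1775 in POP2, 58 in RRP6, 79 in RAT1 (36 higher, 43 lower), 53 in NOT5 (31 higher, 22 lower), 7 in DCP2, 2 in CAF40, 8 in PAT1 and 4 in XRN1, while residuals of same-numbered DMSO libraries of a strain and WT had a median r of 0.104. The fit to only the groups compared moved this family most, with 1637 in PAB1, 1147 in LSM1, 1680 in POP2, 17 in RRP6, 4 in RAT1, 3 in NOT5, 1 each in DCP2, CAF40 and XRN1, and 0 in PAT1, where 1015 genes had an unadjusted p under 0.05. Total-count scaling moved the median difference of all genes in PAB1 by -0.40, with 515 genes higher and 2828 lower. The 3 genes of CAF40, picked after their values were seen, were COS12 (-2.60), YGL262W (-1.87) and PEX29 (0.51). Those of PAT1 were COS12 (-2.99), YGL262W (-1.58) and SNT309 (-0.97), and those of XRN1 were COS12 (-3.36), YGL262W (-1.75) and YEL073C (-1.38). Of the genes called beyond WT, 166 in POP2, 50 in PAB1, 12 in LSM1 and 10 in RAT1 were also called between the DMSO groups, with the same sign for 136, 37, 3 and 9 of them.

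Genes of the meiotic programme and of the m6A methylation machinery were followed because the series concerns methylation-dependent messenger turnover. Methylation itself was not measured in these libraries. The fixed list gave 99 tests of IAA against DMSO, of which 29 passed the limma threshold adjusted over all genes and 38 adjusted over the list alone. Without CUP1-1, 18 of 88 passed over all genes, every one of them lower, and 27 over the list. The fit to only the groups compared moved the count of 29 most, to 15, and the replicate block gave 47. IME2 (YJL106W), a meiotic kinase, was called lower in 4 strains, with the lowest change in POP2 (-1.56) and the highest in RAT1 (-0.17). MUM2 (YBR057C), a subunit of the methyltransferase complex, was called lower in 6 strains, with changes from -0.88 in POP2 to -0.10 in PAT1. Its call in CAF40 (adjusted p 0.0436 by limma, block 0.0127) was lost in several settings. The adjusted p was 0.0539 with median-of-ratios scaling, 0.0887 with total-count scaling and 0.0517 without the low-count filter. It was 0.171 with only the groups compared. In that fit MUM2 also lost its calls in LSM1 (0.350), RAT1 (0.0604) and XRN1 (0.148). IME2 lost its calls there in CAF40 (0.109), LSM1 (0.290) and PAB1 (0.107). The IME2 change in WT was -0.60 and was not called (adjusted p 0.323 by limma). SLZ1 (YNL196C), another subunit, was called lower in 3 strains, and IME4 (YGL192W), the methyltransferase, in 2, with the lowest changes of -1.22 in PAB1 and -0.95 in LSM1. The IME4 call in LSM1 was lost with only the groups compared (adjusted p 0.229 by limma). In WT, IME4 changed by -0.54, which passed with the block (adjusted p 0.0400) and not without it (0.185). The IME4 locus overlaps 1 other RefSeq entry, without counts of its own. PHO92 (YDR374C), the m6A reader, was called lower in 2 strains, and its lowest change was -0.92 in PAB1. With only the groups compared, the PHO92 calls were lost (adjusted p 0.375 in LSM1 and 0.0560 in PAB1 by limma). The SLZ1 calls were lost there too (0.101 in POP2, 0.354 in LSM1 and 0.0560 in PAB1). With the block, PHO92 was called lower in 4 strains and SLZ1 in 5. NDT80 (YHR124W) and RME1 (YGR044C) were called in 0 strains, and in 8 and 2 strains with the block. Their lowest changes were -1.23 in XRN1 and -0.78 in NOT5. Some genes of the list already differed from WT in DMSO, given here with adjusted p-values by limma. NDT80 differed by -2.54 in POP2 (0.0141), -2.47 in LSM1 (0.0137) and 2.00 in PAB1 (0.0240). IME2 differed by -0.96 in POP2 (0.0173), -1.11 in LSM1 (0.00442) and 0.91 in PAB1 (0.0207). RME1 differed in PAB1 (1.51, 7.55e-07). In the other targeted strains NDT80 and IME2 were not called in DMSO.

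Beyond WT, 1 of the 90 tests on the list passed the threshold, both over all genes and over the list. IME1 (YJR094C), the transcription factor that starts meiosis, fell in POP2 from 3068 ± 407 to 2215 ± 399 CPM and rose in WT from 3433 ± 455 to 4287 ± 409 CPM. The difference between the changes was -0.80 (SE 0.22, adjusted p 0.0114 by limma over all genes and 0.0495 over the list; block 0.00212). Fitted with only the groups compared, the adjusted p was 0.0518. The rise of IME1 in WT was not itself called (adjusted p 0.288 by limma, block 0.0974). Without CUP1-1, 6 of the tests beyond WT had an unadjusted p under 0.05. Without the block, the difference of MUM2 in POP2 was -0.53 (SE 0.19, adjusted p 0.0713 by limma), and with the block the adjusted p was 0.0260. For IME2 in POP2 the difference without the block was -0.96 (SE 0.41, adjusted p 0.141), and with the block the adjusted p was 0.0461. No other gene of the list passed beyond WT in either fit.

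The similarity of the strains' changes between IAA and DMSO was described with Pearson's r over the 5828 genes tested, for 55 pairs of strains. These correlations are across genes, which are not independent replicates, and carry no p-value. The median r was 0.47 (SD 0.073 over 3 sets of single-replicate profiles), and r ran from 0.22 for NOT5 and RAT1 to 0.73 for WT and CAF40. Without the low-count filter it was 0.378, and without the 199 genes called in WT it was 0.31, the largest move among the settings that kept all 55 pairs. The 45 pairs without WT had a median of 0.413, and of 0.293 with the WT profile subtracted from every strain. Single replicates of one strain correlated with one another at a median of 0.409, and single replicates of different strains at 0.302. Among deadenylase strains r was 0.645 for CAF40 and POP2, 0.532 for POP2 and NOT5, and 0.474 for CAF40 and NOT5. Pairs across these complexes were as high, with 0.641 for POP2 and LSM1, 0.614 for CAF40 and LSM1, and 0.571 for CAF40 and XRN1. Among decapping strains and XRN1 it was 0.569 for DCP2 and PAT1, 0.585 for DCP2 and XRN1, 0.540 for LSM1 and XRN1, 0.402 for PAT1 and LSM1, and 0.394 for DCP2 and LSM1. With the WT profile subtracted, r was 0.624 for DCP2 and PAT1, 0.543 for DCP2 and XRN1, 0.442 for CAF40 and POP2, and 0.194 for DCP2 and LSM1. Both members of a pair then share the noise of the same WT profile. RAT1 and XRN1 had r 0.276, and RAT1 and RRP6 had 0.377.

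**Figure D3:**
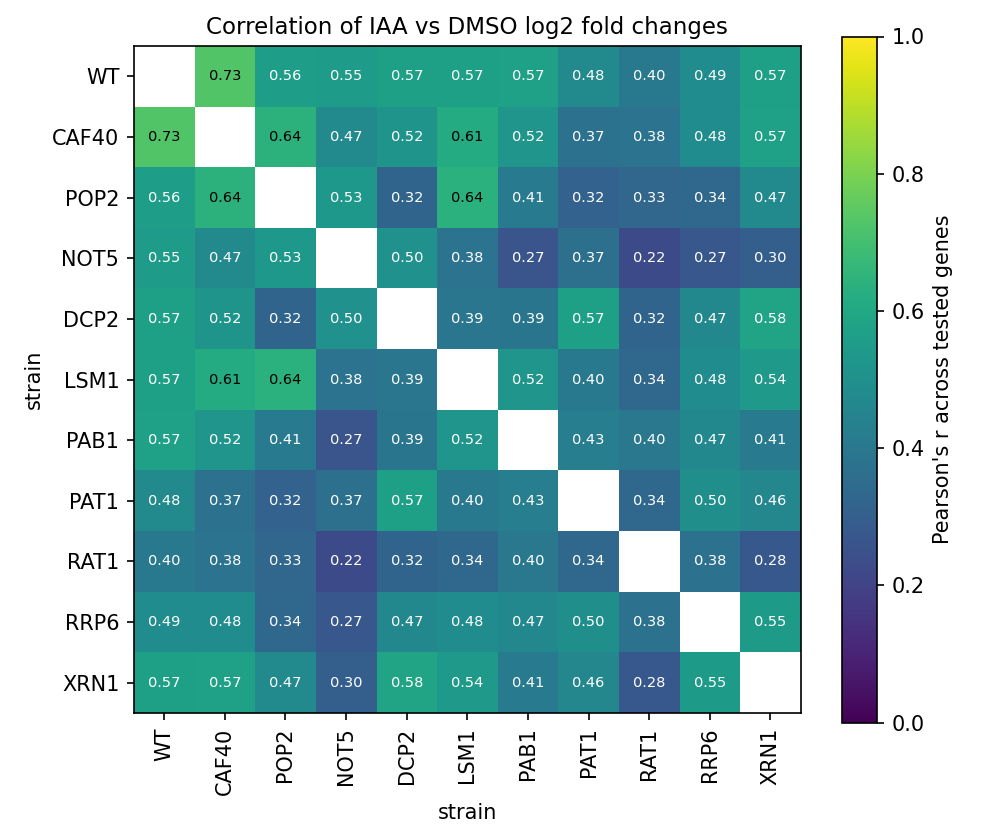
Pearson's r between the log2 changes of IAA against DMSO over 5828 genes, for every pair of the 11 strains; each cell is one pair. The lowest value is 0.22, for NOT5 and RAT1, and the highest is 0.73, for WT and CAF40.

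Classes of features were compared by their median change between IAA and DMSO, with the SD over 3 replicate-wise medians and no test. The 280 tested identifiers without a RefSeq entry had a median log2 change of 0.50 ± 0.22 in RRP6 and of -0.35 ± 0.26 in WT. The next highest was PAT1 with 0.31 ± 0.34, and the lowest was NOT5 with -0.38 ± 0.067. Beyond WT, 0 of these identifiers were called in RRP6, where 56 of them had an unadjusted p under 0.05, and 2 were called with the replicate block, both higher (same-numbered RRP6 residuals, r 0.381). In RAT1, 11 were called, 10 of them higher, and 14 with the block, 11 of them higher. The median of the 5507 coding genes lay between -0.05 in POP2 and 0.01 in XRN1. Scaling by total counts moved 12 of the 33 class medians by more than their SD, and the filter on a mean of at least 10 counts moved 11. The 33 tested features named Unit had medians from -0.44 ± 0.25 in NOT5 to 0.13 ± 0.19 in PAT1.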

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

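The tests of whether POP2 and PAB1 enlarged the control strain's response were chosen only after that result had been seen; the other tests in this part were chosen before. Each result here is a change between IAA and DMSO that differed from the change in WT by the interaction term of limma. The design offers loss of the targeted factor as the biological explanation for all of them.

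Genes beyond WT numbered 565 in POP2, 401 in RAT1, 80 in PAB1, 28 in LSM1, 19 in NOT5, 3 in PAT1 and 1 in RRP6. CAF40, DCP2 and XRN1 had 0, with 154, 186 and 328 genes at an unadjusted p under 0.05 and 4, 14 and 33 genes called with the replicate block. Swapping labels within one replicate number gave 3 other splits for each comparison that part every same-numbered pair as the real split does. In POP2, NOT5, LSM1, PAB1, PAT1, RAT1 and RRP6 the real split was the only 1 of 4 with as many genes, and the largest count in any other split of these was 2, in RAT1. In CAF40, DCP2 and XRN1 all 4 splits had as many, since each gave 0. Of the 10 ways to split 6 libraries into 3 and 3, the other 6 keep some same-numbered pairs together and were left out. The smallest share 4 splits can give is 25%, so this count could not have excluded chance division of the libraries, whatever its outcome, and it decides nothing. The evidence against chance is the adjusted p-values of limma. In simulated counts, 9 strains without changed genes had 0 calls beyond WT each, with 258 to 332 genes at an unadjusted p under 0.05. Each simulated gene had the same dispersion in every group and was independent of the others. False calls from unequal spread between real groups are therefore not excluded by it. In each IAA against DMSO and DMSO against WT comparison the real split was the only 1 of 4 with as many genes. The largest count from another split was 430, against 1079 for the real one, in LSM1 between IAA and DMSO.

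Depth was tested by thinning every library to the smallest total. In POP2, 549 genes were called afterwards, 518 of them among the 565. RAT1 had 411, with 377 in both sets, PAB1 had 80, with 69 in both, LSM1 21, NOT5 18, PAT1 3 and RRP6 2. With the replicate block the thinned counts were 1251 in POP2 (1368 before), 737 in RAT1 (794), 472 in PAB1 (527), 204 in LSM1 (217), 219 in NOT5 (257), 10 in PAT1 (10) and 1 in RRP6 (9). Unequal depth therefore leaves most calls standing except those of RRP6 with the block, of which 1 of 9 was still called and the rest cannot be told apart from a depth effect.

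GC content and gene length were tested by removing each library's trend with both before the fit, over genes with a RefSeq sequence. The counts were then 595 in POP2, 370 in RAT1, 67 in PAB1, 41 in LSM1, 23 in NOT5, 1 in PAT1 and 1 in RRP6. Of the earlier calls with a sequence, 488 of 562 in POP2, 317 of 390 in RAT1, 45 of 80 in PAB1, 22 of 28 in LSM1, 15 of 19 in NOT5, 1 of 3 in PAT1 and 1 of 1 in RRP6 were still called. With the block the counts were 1399 in POP2, 827 in RAT1, 389 in PAB1, 255 in LSM1, 225 in NOT5, 10 in PAT1 and 5 in RRP6. Of the earlier block calls, 1242 of 1357 in POP2, 635 of 777 in RAT1, 309 of 522 in PAB1, 195 of 212 in LSM1, 170 of 255 in NOT5, 8 of 10 in PAT1 and 5 of 7 in RRP6 were still called. Of the sets of POP2, RAT1, PAB1, LSM1 and NOT5, that of PAB1 lost the largest share, followed by that of NOT5 with the block. The PAB1 calls were not unusual, with a median GC content of 39.5% and a median length of 1216.5 bases against 39.6% and 1236 over all genes. The part lost cannot be told apart from an effect of GC content or length. Only 77.8% of the RRP6 block calls had a sequence, so that count decides nothing. The 2 PAT1 genes lost without the block may reflect GC content or length, since the 3 genes had a median GC content of 49.3% and a median length of 270 bases, against 39.6% and 1236 over all genes.

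A larger response to the additions was tested as an explanation of the calls beyond WT. If a depletion had only enlarged that response, most of the 199 genes called in WT would have moved further in the same direction, and over 60% was set as the mark. The share was 57.8% in PAB1, 45.2% in POP2, 31.7% in LSM1, 30.2% in RAT1, 27.6% in RRP6, 23.1% in CAF40, 21.6% in XRN1, 18.6% in NOT5, 9.55% in DCP2 and 7.54% in PAT1. No strain reached the mark. Genes chosen for a large change in WT tend to change less elsewhere, which pulls every share down. A share under the mark therefore cannot exclude an enlargement in any strain. The shares of PAB1 and POP2 were the highest, so an enlargement remains open in both.

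Scaling matters for PAB1 in particular, where total counts alone gave 456 genes beyond WT, 436 of them lower, in place of 80. In the fit to only the groups compared, POP2 had 738 calls, RAT1 367 and PAT1 1. PAB1, LSM1, NOT5 and RRP6 had 0 there, with 521, 338, 581 and 299 genes at an unadjusted p under 0.05. For POP2 and RAT1, loss of the factor is thus a candidate explanation that depth, GC content and length did not replace for most calls. The splits alone cannot tell it apart from chance division. The sets of PAB1, LSM1, NOT5, PAT1 and RRP6 also rest on fitting all libraries together. The smaller fit changed both the variance and the genes tested (5658 for PAB1 beyond WT, against 5828). Which of these removed the calls was not tested.

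IME1 fell in POP2 relative to WT by 0.80 on the log2 scale, a difference of -0.80 with adjusted p 0.0114 by limma. Within POP2 all 3 same-numbered pairs fell, and within WT all 3 rose. The rise in WT (0.32) was not itself called (adjusted p 0.288 by limma, block 0.0974). The fall in POP2 (-0.48, adjusted p 0.00984) lost its call in 3 of 6 fits with 1 library left out. It also lost its call with only the groups compared (adjusted p 0.0848). Over 19 alternatives the difference lay between -0.94 and -0.71 and its adjusted p between 0.00212 and 0.0518, and 1 alternative, the fit to only the groups compared, left it above 0.05. Lower IME1 after loss of POP2 is a hypothesis, and no technical explanation was tested for this gene alone.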

How the results depend on the processing

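The fit without voom weights was the only alternative chosen after the data had been seen. Of 1213 values for single genes, pairs and classes under the alternatives, 1080 stayed on the same side of the threshold or within 1 SD, 59 became weaker, 5 stronger, 11 changed direction and 58 moved. Of 501 counts, 363 stayed within 1.5 times and 138 moved. Removing the low-count filter or asking for a mean of at least 10 counts moved none of the 31 counts of changed genes. A planned Wald test on negative binomial counts (DESeq2) was not run. The check of units that read the deposited columns whole held it back, although the gene lines themselves hold counts and did not rule it out. Except for scaling in PAB1, the cause was not tested for any change listed here.

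Median-of-ratios scaling gave 6 genes for CAF40 against WT in DMSO (3 reported). Total-count scaling gave 2010 for PAB1 between IAA and DMSO (1291), 456 for PAB1 beyond WT (80), 18 for LSM1 beyond WT (28), 1 for XRN1 beyond WT (0), and 5, 88 and 5 for CAF40, RAT1 and XRN1 against WT in DMSO (3, 44 and 3). It moved the median of all genes in PAB1 by -0.21 between IAA and DMSO, by -0.21 beyond WT and by -0.40 in DMSO, and TMM factors in PAB1 were the lowest of all libraries, so the share of lower genes there follows the scaling. It also turned the transcripts of PAT1 and XRN1 in their own strains to -0.0123 and 0.0281, from 0.04 and -0.03. The PAB1 transcript lost its call between IAA and DMSO (0.36, adjusted p 0.171), while PAT1 (adjusted p 0.0222) and RAT1 (adjusted p 0.0463) gained one in DMSO. Without voom weights LSM1 beyond WT had 51 genes.

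The replicate block gave, between IAA and DMSO, 798 genes in WT, 1364 in CAF40, 1340 in NOT5, 575 in DCP2, 2186 in LSM1, 2277 in PAB1, 437 in PAT1, 1943 in RAT1, 835 in RRP6 and 1454 in XRN1. Beyond WT it gave 4 in CAF40, 1368 in POP2, 257 in NOT5, 14 in DCP2, 217 in LSM1, 527 in PAB1, 10 in PAT1, 794 in RAT1, 9 in RRP6 and 33 in XRN1, and in DMSO 53 in NOT5, 8 in PAT1 and 79 in RAT1. The fixed list rose to 47 (29).

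The fit to only the groups compared gave, between IAA and DMSO, 24 genes in CAF40, 141 in NOT5, 47 in DCP2, 27 in LSM1, 178 in PAB1, 43 in PAT1 and 0 in XRN1 (1195 at an unadjusted p under 0.05). Beyond WT it gave 0 in NOT5, LSM1, PAB1 and RRP6 (581, 338, 521 and 299 unadjusted) and 1 in PAT1. In DMSO it gave 1 in CAF40, 3 in NOT5, 1 in DCP2, 1147 in LSM1, 1637 in PAB1, 0 in PAT1 (1015 unadjusted), 4 in RAT1, 17 in RRP6 and 1 in XRN1. Targeted transcripts past the threshold fell to 1 between IAA and DMSO (3) and 2 in DMSO (4), and the fixed list to 15. The median correlation of profiles was 0.378 without the low-count filter (0.468 with it, over 55 pairs). With the WT profile subtracted it was 0.293 over the 45 pairs without WT, which had 0.413 before.

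Leaving out 1 library at a time, counts between IAA and DMSO ranged from 85 to 149 in WT, 134 to 573 in CAF40, 305 to 480 in NOT5, 50 to 84 in DCP2, 579 to 2071 in LSM1, 824 to 1319 in PAB1, 21 to 99 in PAT1, 126 to 195 in RRP6 and 191 to 778 in XRN1. Beyond WT they ranged from 336 to 594 in POP2, 2 to 50 in NOT5, 8 to 259 in LSM1, 31 to 194 in PAB1, 0 to 3 in PAT1, 0 to 2 in RRP6 and 0 to 10 in XRN1, and in DMSO from 4 to 30 in NOT5, 998 to 1958 in LSM1 and 13 to 90 in RAT1. The highest XRN1 count beyond WT came without DMSO replicate 3, the library with raised CUP1-1. The highest LSM1 counts, 2071 between IAA and DMSO and 259 beyond WT, came without IAA replicate 1. Replicates 1 and 2 of LSM1 with IAA were the least alike replicate pair of all groups (chi-square per degree of freedom 1137, r 0.928). RAT1 beyond WT stayed between 326 and 403. For correlations of profiles a whole replicate number was left out of all strains instead, and the median was 0.386 to 0.397, in place of 0.468. Of 186 values for genes of the fixed list, 25 became weaker, among them MUM2 and IME2 in CAF40, each in 4 of 6 fits. The PAB1 transcript in its own strain ran from 0.27 to 0.88 between IAA and DMSO and lost its call in 3 of 6 fits. Targeted transcripts near 0 changed direction, with ranges between IAA and DMSO of -0.117 to 0.128 in PAT1, -0.151 to 0.00622 in RRP6 and -0.181 to 0.163 in XRN1, and in DMSO of -0.0295 to 0.0858 in POP2 and -0.263 to 0.00998 in CAF40. Depth limits the lowest abundances: 3 counts correspond to 0.103 to 0.231 CPM, and a log2 change of genes near that floor is imprecise. With 3 libraries per group the simulated data recovered 53.5% of 2-fold changes beyond WT, so absent calls there do not exclude such changes.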

Other observations

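Chosen only after the result had been seen were the tests for swapped samples, the test of the CAF40 tag, the test of genes called higher behind a highly expressed neighbour in RAT1, and the comparison of RAT1 with the other strains for genes behind a highly expressed neighbour. The further tests of that neighbour pattern were chosen after the fall had been seen but before their own outcomes were. The remaining tests of this part were chosen before.

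CUP1-1 stood at 176 CPM in replicate 3 of XRN1 with DMSO and at 29.1 and 82.6 CPM in replicates 1 and 2 of RAT1 with DMSO, against 6.44 to 7.34 CPM in the other DMSO libraries of these strains. Material from an IAA library mixed into a DMSO library would raise all responsive genes by the same fraction. For XRN1 replicate 3 the fraction from CUP1-1 was 0.162, while the median over 30 other genes that responded in WT was 0.0316, within the spread of 0.0730 (SD) seen over 29 DMSO libraries without raised CUP1-1. The other genes lie below the CUP1-1 fraction by more than 1 SD, which goes against mixing. With a range of -0.108 to 0.217 among those 29 libraries it is not a wide margin. For RAT1 replicate 1 the fractions were 0.0103 and 0.103, and for replicate 2 they were 0.0357 and -0.0472, both too small against that spread to decide. A swapped or mislabelled library would give a fraction near 1, and the CUP1-1 fractions of 0.162, 0.0103 and 0.0357 are far from it. Traces of copper that raise CUP1-1 before other genes could also raise it, which was not tested. No biological explanation was tested. CUP1-1 rose in all 11 strains and the copper transporters CTR1 and CTR3 fell in all of them, which is consistent with copper having reached the IAA cultures and not, or far less, most DMSO cultures, a point the labels leave open.

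DMSO libraries of POP2, LSM1 and PAB1 differed from WT in 1446, 1759 and 2639 genes. If the tagged factor were partly lost without auxin, the DMSO difference would resemble the change beyond WT. The correlation across genes was computed with disjoint replicates for its sides, so that no library entered both. It was 0.209 in POP2, -0.0112 in LSM1 and -0.0272 in PAB1, against a mark of 0.2 set beforehand. The POP2 value lies just above the mark, but CAF40, with 3 genes different in DMSO, gave 0.219, so a mean above the mark is not specific. The 3 choices of replicates lay close together in POP2 (0.209, 0.190 and 0.226) and far apart in CAF40 (0.448, -0.0364 and 0.244). Partial loss before auxin may contribute in POP2, and the mean correlation gave no sign of it in LSM1 and PAB1. In LSM1 the choices ranged from -0.129 to 0.202, so its mean is imprecise. Among genes called both beyond WT and in DMSO, the signs were the same for 136 and opposite for 30 in POP2, the same for 37 and opposite for 13 in PAB1, and the same for 3 and opposite for 9 in LSM1. The DMSO libraries that enter both sides favour opposite signs, so partial loss remains open in PAB1. The meiotic genes NDT80 and IME2 were among the DMSO differences of these strains, lower in POP2 and LSM1 and higher in PAB1. Other effects of the tag or of strain background were not tested.

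RAT1 encodes the nuclear exonuclease that helps to end transcription, and its loss was predicted to raise genes lying behind a highly expressed gene on the same strand, through transcription running on. The median moved the other way. The 704 genes behind a same-strand gene in the top quartile of expression had a median change beyond WT -0.19 away from the 4811 others (two-sided permutation p 2.0e-04, the smallest that 10000 permutations of gene labels give; 0.0020 after Benjamini-Hochberg over 10 strains). A rise of the median had a one-sided p of 1. Of the 704 genes, 104 (14.8%) were called lower beyond WT, against 236 (4.91%) of the others (Fisher's exact test, two-sided, odds ratio 3.36, p 3.18e-19). Calls in the predicted direction were also more frequent, with 23 (3.27%) called higher against 27 (0.561%) of the others (Fisher's exact test, two-sided, odds ratio 5.98, p 7.12e-09). For a highly expressed gene upstream on the other strand the odds ratio of higher calls was 0.433 (p 0.1999), and for POP2 in the same-strand arrangement it was 0.845 (p 0.369). A rise of some of these genes through transcription running on is therefore consistent with the called genes, beside a fall of the median. Genes are not independent, so these p-values are too small. The difference was -0.188, -0.222 and -0.135 in the 3 single replicates, so it was lower in 3 of 3. Without reference to WT, between IAA and DMSO alone, it was -0.201.

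Several explanations of the fall of the median were tested. With the highly expressed gene upstream on the other strand the difference was 0.111, and with it downstream on the same strand 0.0537, so neither arrangement went with a fall. Both went with a rise (two-sided permutation p 2.0e-04 and 0.0198). The genes they were compared with include genes of the pattern itself, whose fall can raise these differences. A convergent highly expressed gene, downstream on the other strand, did go with a fall, of -0.151 (two-sided permutation p 2.0e-04). No prediction had been made for it. A shift of the median is thus not limited to the same-strand upstream arrangement. Up to the median gap to the upstream gene the difference was -0.278 and above it -0.122, a gap effect of -0.156. After removing trends with GC content and length it was -0.199. Among the other 9 strains the lowest difference was -0.0371, in LSM1. With the expression of the upstream gene rising from the lowest to the highest quartile, the median change in RAT1 went from -0.01 through -0.07 and -0.13 to -0.16. These values are consistent with reduced use of a promoter, or loss of a transcript's poly(A) form, when transcription runs on from a neighbour. This remains a hypothesis found and tested on the same libraries, and the 4 splits of the RAT1 samples are too few to test chance. How antisense and read-through reads were counted is not stated, and poly(A) libraries do not show nascent transcription.

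The genotype label of CAF40 names no tagged gene. A tag might be expected to lower the transcript, as in PAB1, but CAF40 differed from WT in DMSO by -0.145 (adjusted p 0.995 by limma), and POP2, whose label names a tag, differed by 0.03. The transcript therefore cannot show whether the CAF40 strain carried a tag. CAF40 had 0 genes beyond WT, with 154 at an unadjusted p under 0.05, and 4 with the replicate block.

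Some differences between DMSO groups sat in few genes, picked after their values were seen. YGL262W was called lower than in WT in all 10 targeted strains, from -4.65 in POP2 to -0.78 in PAB1. Its neighbour COS12 was called lower in 9, down to -5.64 in POP2, and not in PAB1 (-0.02). SNT309 was called lower in 6, down to -1.25 in LSM1, and not in XRN1 (-0.07). Next to the targeted genes, LTP1 beside NOT5 differed by -2.38 (SE 0.16, adjusted p 9.39e-16 by limma) in the NOT5 strain and BRE5 beside POP2 by -0.82 (SE 0.12, adjusted p 1.19e-06) in the POP2 strain. Other neighbours past the threshold were DNF1 (0.75) and CHD1 (-0.51) in PAB1 and MTC1 (0.40) in LSM1. Effects on these neighbours had not been predicted and no explanation was tested.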
